A study of Mus musculus with 4 samples. Its data were reported in "Transposable elements are regulated by context-specific patterns of chromatin marks in mouse embryonic stem cells" (2019).

How the data were processed

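ATAC-seq, the assay for transposase-accessible chromatin, was measured in E14 mouse embryonic stem cells (ESCs) that carried a short hairpin RNA. In this assay a transposase inserts sequencing adapters into open chromatin, so that sequenced fragments pile up at accessible DNA, and a peak is an interval in which a peak caller found such a pile-up. There were 4 libraries: 1 from cells with a hairpin against GFP (shGFP) and 3 from cells with a hairpin against luciferase (shLuc). Neither target is a gene of the mouse, so both hairpins are non-targeting controls. Libraries with a hairpin against a chromatin regulator were not analysed here.

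The authors deposited 1 peak list per library, so replicates are not pooled. Each list holds 3 columns, the chromosome, the start and the end of a peak, with no height, score, fold enrichment or p-value. The labels and files do not state the peak caller, its threshold, whether reads were shifted for the transposase, or a genome build. According to the study's methods, reads were aligned with bowtie2 to mm10, the best alignment was kept, a read with several equally good positions was put at one of them at random, mitochondrial and unassigned sequences were dropped, and only concordant read pairs were used; these steps are given under a heading that covers ChIP-seq as well as ATAC-seq. Random placement bears on peaks in repeated sequence, because the list shows a peak at a copy that may not be the one that was open. With no score per peak, the width of a peak was the only value by which peaks could be ranked. The sequencing depth of each library is unknown from the lists, and a library with fewer reads gives fewer peaks, so the number of peaks is not a measure of how much chromatin was open.

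Peaks were analysed with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, and drawn with matplotlib 3.10.9. All 21 assembled chromosomes were used, and all peaks ended within the chromosome lengths of the GRCm38 reference, which has the coordinates of mm10. Coordinates are given on that build, counted from 1. The overlap of a pair of libraries was the share of peaks of the first that overlapped a peak of the second by at least 1 bp, computed in both directions for 12 ordered pairs. The bases shared by both lists over the bases covered by either (Jaccard index) were computed as well. For a random expectation, the peaks of the first library were placed 100 times at random on their own chromosomes, clear of runs of unknown bases, with a fixed seed (20 placements for the Jaccard index, 10 for gene categories). Overlapping peaks of all libraries were merged into regions, and a library had a region when 1 of its peaks overlapped it.

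A promoter peak was a peak that came within 1 kb of the start site of any transcript in GENCODE mouse release 21, which holds 141767 transcripts. Other peaks were put in the category exon, intron or intergenic in that order, by the position of their midpoint. Repeats were the bases in lower case in the soft-masked reference, taken as a single class, because no table of repeat types was used here. To measure how unique a region is, every word of 50 bases in it was counted on both strands of the 21 chromosomes (numba 0.67.0), and a word found more than once was called repeated.

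The genes named in the report were fixed before the data were examined: pluripotency, housekeeping, 2-cell-stage and lineage genes and the genes that the study knocked down for ATAC-seq, 22 in all. Regions are named by a rule fixed at the same time, the 3 widest among those found in all 4 libraries, among those found only in shGFP, and among those found in the 3 shLuc libraries but not in shGFP. Any other gene was chosen after its values were seen, and the names of single ribosomal protein genes are not reported here.

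The comparison of shGFP with shLuc has 1 library against 3, and the smallest p that an exact permutation test can give for it is 0.25, so no test across samples was run. Values are given per library, with the mean and standard deviation (SD) of the 3 shLuc libraries, and a difference is set against that SD. Wilson 95% confidence intervals of shares of peaks cover counting error over peaks only. Alternatives were listed before the data were examined: the widest 50% of each list, lists of equal length (the widest peaks, or peaks drawn at random), autosomes only, an overlap of 50% of both peaks, the Jaccard index, random placement over all chromosomes, merging within 500 bp, presence by 50% coverage, start sites within 500 bp or 5 kb or of protein-coding genes only, the central 200 bp of peaks, peaks with at least 50% of bases in repeats, and leaving out each shLuc library in turn. The functions were tested on simulated data: for 4 lists drawn from 20000 known sites, 17 of 17 overlaps, region counts and shares were recovered exactly, and the random overlap was 1.03 times its calculated value. The word count was right at 800 of 800 positions of a simulated sequence.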

Results

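Chromatin accessibility was measured by ATAC-seq in E14 cells, a mouse ESC line, that expressed a non-targeting hairpin. The data were 4 peak lists, 1 for shGFP and 3 for shLuc (replicates 1, 2 and 3). Both hairpins are non-targeting, so the comparison asks how far control libraries differ from each other. There was no replicate of shGFP. The lists give positions only, and the depth of the libraries is not known from them.

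The shGFP library had 41943 peaks. The shLuc libraries had 17860, 41401 and 31585 peaks (mean 30282 ± 11824.5, SD, n = 3), so that the longest shLuc list was 2.32 times as long as the shortest. The shGFP list was 1.39 times as long as the shLuc mean, a difference of 11661 peaks that was smaller than the SD. Leaving out shLuc replicate 2 moved this ratio most, to 1.70, and leaving out replicate 1 lowered it to 1.15. Peaks covered 30.8 Mb in shGFP and 21.7 Mb ± 8.93 (SD, n = 3) in shLuc. Median peak width was 655 bp in shGFP and 636 bp ± 30.4 (SD, n = 3) in shLuc, and the narrowest peak of any library was 219 bp.

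Peaks were concentrated at promoters in all 4 libraries. In shGFP, 36.4% of peaks (Wilson 95% interval 36.0 to 36.9) came within 1 kb of a start site, against 8.21% when the peaks were placed at random, a 4.44-fold enrichment. In the shLuc libraries the promoter share was 57.6%, 36.4% and 41.8% (mean 45.3% ± 11.0, SD, n = 3), and the enrichment was 5.52-fold ± 1.35 (SD, n = 3). The promoter share of shGFP was lower than the shLuc mean by less than the SD, and it was equal to that of shLuc replicate 2 within the counting error. The definition of a promoter moved the enrichment most, from 2.2-fold in shLuc with start sites within 5 kb to 8.02-fold with start sites of protein-coding genes only. The share of peaks in introns was 25.7% in shGFP and 21.5% ± 5.07 (SD, n = 3) in shLuc, against at least 38.7% at random. The intergenic share was 34.9% in shGFP and 30.5% ± 5.74 (SD, n = 3) in shLuc, against at least 49.7% at random. Peaks in exons away from promoters made up 2.99% of the shGFP list and 2.78% ± 0.241 (SD, n = 3) of the shLuc lists, against 3.04% to 3.13% at random. Promoters were assigned first and took a larger part of the real peaks than of the random ones. Fewer real peaks were thus left for exons, introns and intergenic sequence. For these categories a share near or below random shows neither depletion nor a lack of enrichment.

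The study asked how transposable elements are regulated, so the share of peak bases in repeats was measured next. Repeats made up 27.0% of peak bases in shGFP and 28.0% ± 1.06 (SD, n = 3) in shLuc, below the 34.1% found at random positions. The ratio to random was 0.790 in shGFP and 0.820 ± 0.0317 (SD, n = 3) in shLuc, and the difference between the hairpins was smaller than the SD. For the repeat share itself the difference was also within the SD of 1.06, but it exceeded the SD of the same setting under 3 of the 6 alternatives that kept all 3 shLuc libraries. In shLuc this ratio fell furthest, to 0.760, when only the central 200 bp of each peak was counted. In shGFP, 20.5% of peaks had at least 50% of their bases in repeats, and in shLuc 21.1% ± 0.322 (SD, n = 3). GC content was 56.3% in shGFP and 61.9%, 56.5% and 57.4% in the shLuc libraries (mean 58.6% ± 2.88, SD, n = 3), against 41.9% at random. The X chromosome held 3.73% of the shGFP peaks (Wilson 95% interval 3.55 to 3.91) and 3.52% ± 0.384 (SD, n = 3) of the shLuc peaks, less than its 6.28% of the chromosome length. The number of X copies per cell was not taken into account, so this is no measure of how open the X chromosome was.

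**Figure D1:**
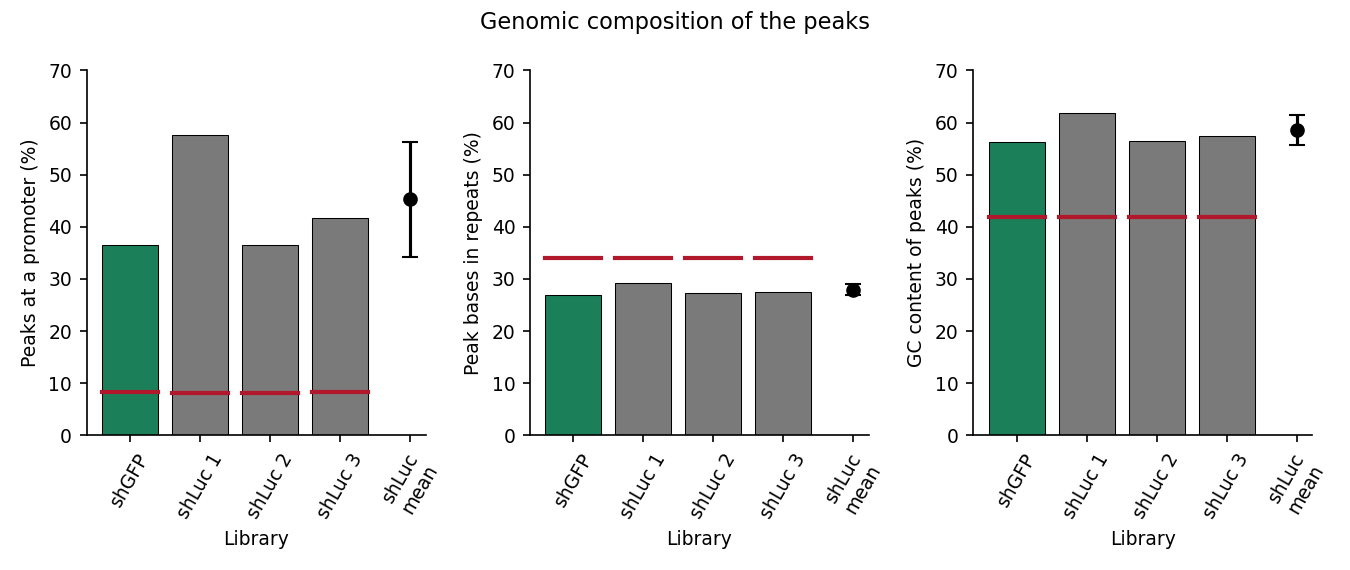
Share of peaks at a promoter, share of peak bases in repeats and GC content of the peaks, each in percent, for the shGFP library (green bar) and the 3 shLuc libraries (gray bars), with the shLuc mean and SD (black point and error bar) and the mean of 100 random placements (red lines). The promoter share of shLuc replicate 1, 57.6%, stands above the 36.4% to 41.8% of the other libraries, and repeats lie below the random level in all 4.

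Next, the lists were compared with each other, to see whether shGFP differed from shLuc by more than the shLuc libraries differed among themselves. Of the shGFP peaks, 38.7% overlapped a peak of shLuc replicate 1, 79.8% a peak of replicate 2 and 66.9% a peak of replicate 3. In the other direction, 90.9%, 80.8% and 88.8% of the peaks of shLuc replicates 1, 2 and 3 overlapped a shGFP peak. The mean over these 6 ordered pairs was 74.3% (SD 19.4). Among the shLuc libraries the 6 ordered pairs ranged from 38.8% to 90.0%, with a mean of 69.0% (SD 21.9). The difference of 5.28 percentage points was smaller than either SD. Each pair enters in both directions, so these SDs also hold the difference in list length. For example, 90.0% of the peaks of shLuc replicate 1 overlapped replicate 2, and 38.8% in the other direction. A difference inside such SDs therefore says little on the spread between replicates. With the widest peaks of each library at the length of the shortest list, the means were 73.2% (SD 7.19) with shGFP and 68.2% (SD 6.47) between shLuc libraries. Placed at random, peaks overlapped another list in 0.990% to 2.42% of cases, and the observed overlap was 40.9-fold above random (SD 4.59) between shLuc libraries and 36.2-fold above it (SD 2.27) between shGFP and shLuc. By this measure the difference was 4.73 in favour of the shLuc libraries, which exceeded both SDs. No more than all peaks can overlap, so a longer list, with more random overlap, has a lower ceiling for the fold. Random overlap with shGFP, the longest list, was 2.36% to 2.42%. The highest folds, 46.6 and 46.8, were those of shLuc replicates 1 and 3, the shortest lists. The difference may thus come from list length. Drawing peaks at random does not test this, since it lowers observed and random overlap together. The size of the difference moved with single libraries while its direction did not: it was 1.82 without shLuc replicate 1, 9.13 without replicate 2 and 3.22 without replicate 3. It stayed beyond both SDs on autosomes (4.74), with random peaks at equal length (5.01) and with random placement over all chromosomes (5.10). It was within the SD between shLuc libraries with an overlap of 50% of both peaks (11.1, SD 11.9), by the Jaccard index (7.20, SD 9.65) and with the widest 50% of each list (6.82, SD 7.48). With the widest peaks at the length of the shortest list it was 1.5, within the SD of 1.89 between shLuc libraries but beyond the SD of 0.766 with shGFP. With lists cut to the length of the shortest by drawing peaks at random, the mean overlap fell to 41.5% between shLuc libraries and to 37.2% between shGFP and shLuc, the largest change under any alternative.

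The Jaccard index does not depend on the direction of a comparison. It was 61.6% for shGFP with shLuc replicate 2, 57.0% for shGFP with replicate 3, and 56.6% for shLuc replicates 2 and 3. All 3 pairs with shLuc replicate 1 were lower: 33.8% with shGFP, 34.0% with replicate 2 and 38.8% with replicate 3. Between 3 and 40 peaks per pair had identical coordinates, so no list was a copy of another.

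**Figure D2:**
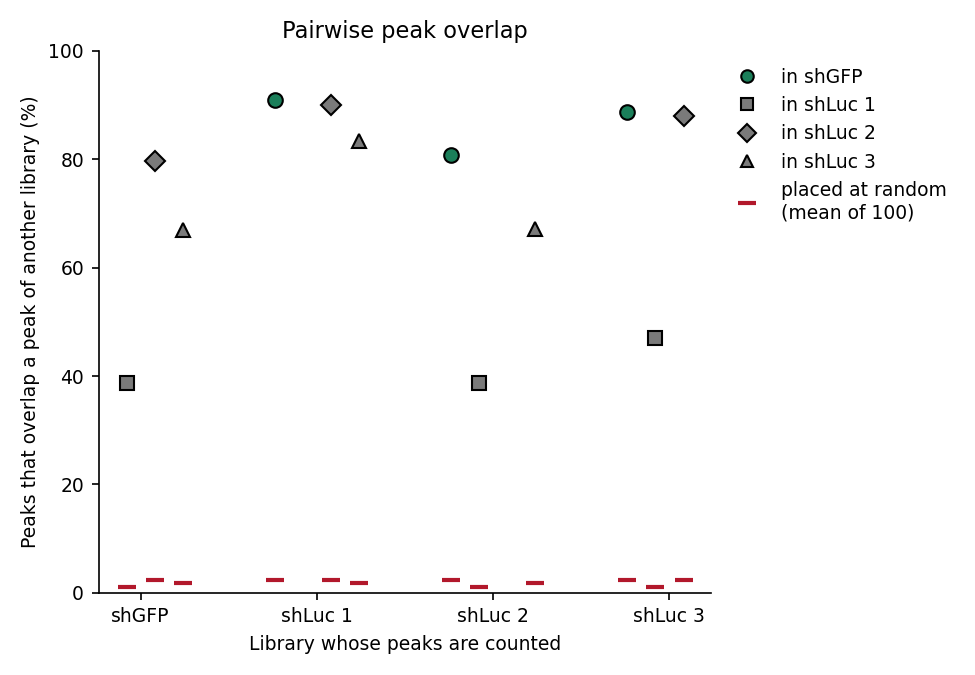
Percent of the peaks of each library (horizontal axis) that overlap a peak of each other library by at least 1 bp (symbols; green for shGFP, gray for shLuc), and the mean of 100 random placements (red dashes). Overlap with the short list of shLuc replicate 1 is 38.7% to 47.1%, while overlap with shGFP is 80.8% to 90.9%, and all random values are at most 2.42%.

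Merged over the 4 libraries, the peaks formed 52714 regions. Of these, 14318 (27.2%) had a peak in all 4 libraries and 14907 (28.3%) in only 1, with 10055 regions in 2 libraries and 13434 in 3. Leaving out a library tends to raise the number of regions in all that remain, and it rose most, to 26109, without the short list of shLuc replicate 1. Regions found in more libraries were wider, with a median of 385 bp for regions in 1 library and 1042 bp for regions in all 4. They also lay more often at promoters: the promoter share was 15.4%, 19.8%, 28.6% and 63.2% for regions in 1, 2, 3 and 4 libraries. Both trends come in part from construction: a region merges the overlapping peaks of all libraries, so more peaks make it wider. A wider region also reaches a start site more often. A region found in shGFP alone was seen 6152 times, compared with 977, 5973 and 1805 times for shLuc replicates 1, 2 and 3 alone. The shGFP count was close to that of shLuc replicate 2, and without that library, where fewer lists can share a region, it was 12276. Regions found in every library but shGFP numbered 179, the smallest count of this kind, against 11791 missing only from shLuc replicate 1, 274 only from replicate 2 and 1190 only from replicate 3. With a shLuc library left out fewer libraries must have the region, so that this count tends to rise. It was 1625 without shLuc replicate 1, 277 without replicate 2 and 534 without replicate 3.

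**Figure D3:**
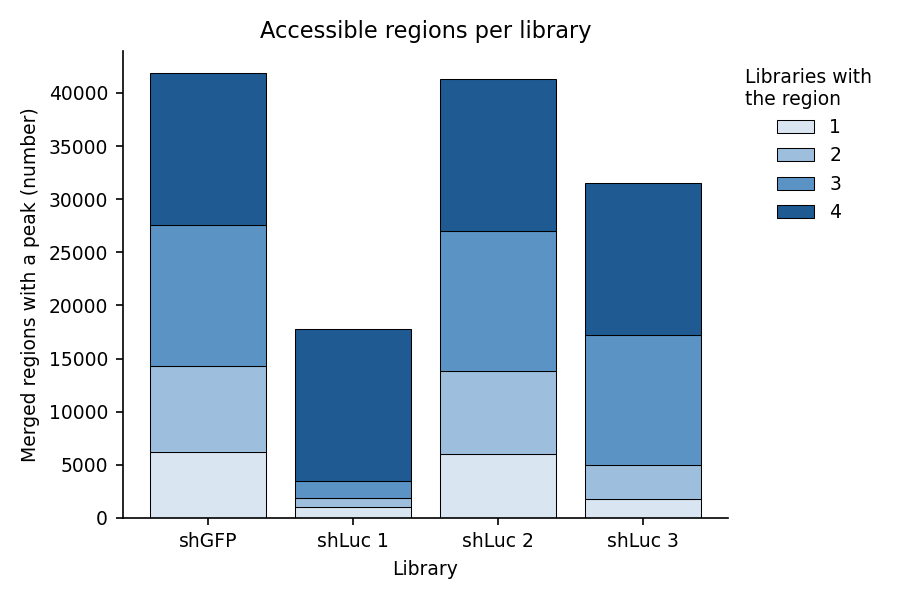
Number of merged regions with a peak in each library, split by the number of libraries that have the region (light blue for 1 to dark blue for 4). The 14318 regions found in all 4 libraries make up most of the list of shLuc replicate 1 and a smaller part of the others.

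Among the 22 genes fixed in advance, 6 had a peak within 1 kb of a start site in all 4 libraries and 10 had a peak there in none. Of the genes knocked down in the study, Rnf2, Kat5, Prmt5 and Rrp8 had a promoter peak in all 4 libraries. Setdb1 (chromosome 3, 95323525 to 95357202) had one in all but shLuc replicate 1. Uhrf1 (chromosome 17, 56303321 to 56323486) had one in shGFP only, 1352 bp wide. Of the pluripotency genes, Zfp42 had a promoter peak in all 4 libraries, Klf4 in shGFP and shLuc replicate 3, and Esrrb in shLuc replicates 2 and 3, while Pou5f1, Nanog and Sox2 had no listed peak within 1 kb in any library. The housekeeping gene Actb had a promoter peak in shGFP (1116 bp) and shLuc replicate 2 (1108 bp), and Gapdh in no library. The 2-cell-stage genes Zscan4c, Zscan4d and Gata2 had none. Of the lineage genes, Sox17 had a peak in all 4 libraries and Myod1 in shLuc replicate 2, and Gata4, Alb and Hba-a1 had none. With start sites within 5 kb, 7 genes had a peak in all 4 libraries and 6 in none.

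The widest region found in all 4 libraries lay on chromosome 8 from 123538459 to 123623955 (85497 bp). It covered 51 annotated ribosomal RNA genes, the 5S cluster with Rn5s, inside the span of the gene Gm20388. The shGFP list had 2 peaks there, the wider of them 58378 bp, and shLuc replicates 1, 2 and 3 had 8, 6 and 2. Words of 50 bases that occur more than once in the genome made up 96.8% of this region, against a mean of 14.0% over all regions. The next widest, on chromosome 8 from 20696404 to 20706872 and on chromosome 3 from 6297519 to 6307538, were intergenic, with 92.8% and 96.6% of repeated words.

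The widest region found only in shGFP was intergenic, on chromosome 1 from 31958687 to 31964984, with 92.0% of repeated words. The others were free of repeated words: the promoter of Ppp2r3d (chromosome 9, 124422544 to 124425231) and the promoter of the lincRNA Rncr4 (chromosome 6, 30173235 to 30175540). All 3 of the widest regions found in the shLuc libraries but not in shGFP held mostly repeated words: an intergenic region on chromosome 10 (103631754 to 103635855, 93.4%), an intron of 3632454L22Rik on chromosome X (135052173 to 135055908, 79.9%) and an intergenic region on chromosome 1 (190300417 to 190303774, 56.3%).

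**Figure D4:**
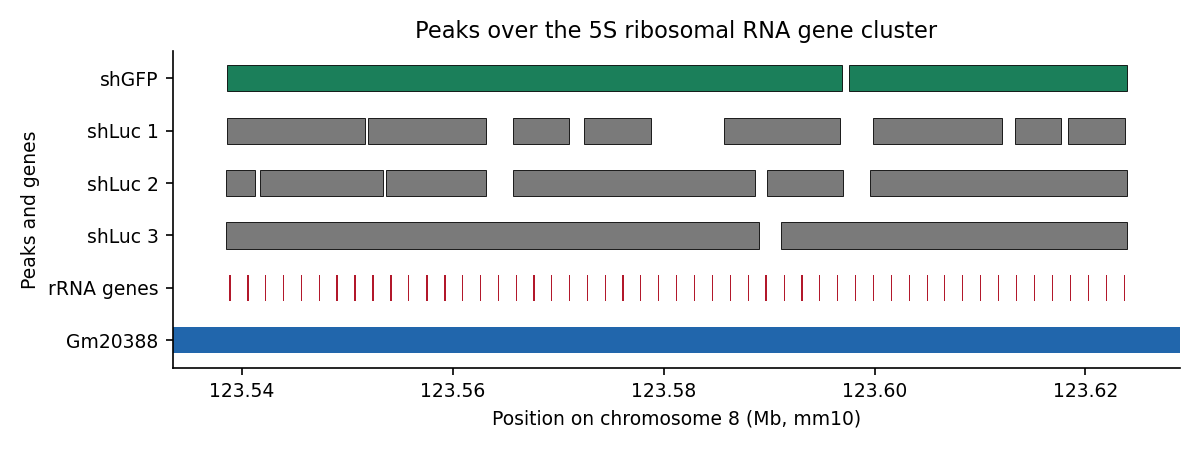
Peaks of the 4 libraries over the 5S ribosomal RNA gene cluster, with the position on chromosome 8 in Mb (mm10) on the horizontal axis, shGFP peaks in green, shLuc peaks in gray, ribosomal RNA genes in red and the gene Gm20388, which spans the region, in blue. The shGFP list has 2 peaks that cover 99.1% of the region, and shLuc replicates 1, 2 and 3 have 8, 6 and 2 peaks that cover 80.6%, 91.7% and 97.4% of it.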

Values the study reported

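Over all of its ATAC-seq libraries, knockdowns included, the study counted 142,119 non-redundant peaks. It detected a change in accessibility at 15,076 of these loci.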

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

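No paired analysis was possible because the comparison has a single shGFP library and comes from no test. Of 238 comparisons of 29 results with 17 alternatives, 190 moved by less than the SD, or for a count by less than 1.5 times, and 48 moved further. Of the 190, 18 gave the identical value, most because the setting does not enter them, such as shGFP values with a shLuc library left out. Of those 48, 12 concern values per hairpin: 7 rose and 5 fell.

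Peaks drawn at random to the shortest length lowered the overlap to 41.5% between shLuc libraries and 37.2% between shGFP and shLuc, the regions in all libraries to 1540, and raised those missing only from shGFP to 2044. Random removal of peaks has this effect by construction. With the widest peaks at equal length the overlaps stayed at 68.2% and 73.2%, their folds over random were 53.5 and 52.0, and there were 28582 regions, 9212 in all libraries, 9449 in only 1, 1616 only in shGFP and 726 missing only there. With the widest 50% of each list the folds were 59.0 and 52.2, and there were 26505 regions, 7135 in all libraries, 7572 in only 1 and 3097 only in shGFP. Fewer peaks enter both settings, so there are fewer regions in all, but those missing only from shGFP rose at equal length, from 179 to 726; the cause was not tested. By the Jaccard index the overlaps were 43.1% and 50.8% and the folds 110.3 and 103.1. An overlap of 50% of both peaks gave folds of 132.9 and 121.8, since random overlaps are mostly partial.

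The promoter enrichment in shLuc was 7.99-fold with start sites within 500 bp, 2.2-fold within 5 kb and 8.02-fold with protein-coding genes only; wider windows raise the random share. The repeat ratio in shLuc was 0.760 in the central 200 bp, 0.886 for peaks with at least 50% repeats and 0.861 in the widest 50% of peaks; the cause was not tested. In the central 200 bp the repeat share was higher in shGFP by 0.165 percentage points, not lower, within the SD of 0.955. Other differences changed sign too. With the widest peaks at equal length the promoter share was 1.08 percentage points higher in shGFP, and here this exceeded the shLuc SD of 0.390. With random peaks at equal length, the overlap with shGFP minus that between shLuc libraries was -4.29 percentage points. Without shLuc replicate 1 the share of X peaks in shGFP minus that in shLuc was -0.0106 percentage points. This was beyond the SD of 0.00400 of the remaining 2 libraries but far inside the counting error. The differences in overlap and promoter share shrank to 1.56 and -2.68 percentage points, and that in GC content to -0.658 (SD 0.678). The repeat-share difference shrank to -0.393 but exceeded the SD of 0.111 of those 2 libraries. Without replicate 2 the promoter, GC and repeat-share differences grew to -13.3 (SD 11.2), -3.36 (SD 3.14) and -1.35 (SD 1.24) percentage points. All were beyond the SD of the remaining 2 libraries. Some differences between the hairpins that were within the SD exceeded it under alternatives that kept all 3 shLuc libraries. For the repeat share these were 3 of 6: autosomes only (-0.776, SD 0.729), widest peaks at equal length (-0.941, SD 0.747) and peaks with at least 50% repeats (-0.527, SD 0.322). They were 1 of 7 for the promoter share and 0 of 5 for GC content. For the share of X peaks it was 1 of 3 (widest 50% of each list, 0.3689, SD 0.3685).

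Across the 3 settings that each left out 1 shLuc library, the fold of the overlap between shLuc libraries ranged from 36.9 to 46.7, the regions in all libraries from 14592 to 26109 (without replicate 1), the regions only in shGFP from 6586 to 12276 (without replicate 2), and those missing only from shGFP from 277 to 1625 (without replicate 1). These counts of regions tend to rise by construction when a library is left out. Unknown depth limits all counts of regions in 1 library, because a region missing from a list may lie under the threshold there, and with equal length of the widest peaks 1616 regions were still found only in shGFP.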

Other observations

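The tests on wide regions found in only 1 library and on GC content were chosen only after the results were seen, as were the gene families and the weighting of width deciles by the numbers of regions of both kinds. No biological explanation was tested beyond the hairpin itself, since the sample labels used here name no other difference between the groups. Differences that are not labelled, such as batch, stay open.

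The merged control libraries held 52714 regions. That is lower than the value quoted from the study above. The study's set also covers knockdown libraries that were not analysed here.

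The shortest list was that of shLuc replicate 1. A larger share of signal at promoters as the reason was examined with lists of equal length. The widest 17860 peaks of the other libraries had promoter shares of 58.3%, 57.2% and 56.8%. At 57.6%, shLuc replicate 1 was only 0.175 percentage points above their mean (SD 0.759). However, those lists were cut to their widest peaks, and a wider peak reaches a start site more often. Over random placement, which keeps peak widths, the enrichment of shLuc replicate 1 was 7.04-fold. The equal-length mean of the 3 shLuc libraries, replicate 1 included, was 6.60-fold (SD 0.389). The measures differ, so this explanation stays open. Lower depth or signal also stays open and has the values it needs. Peaks of shLuc replicate 1 were found in each other list more often than those of the remaining libraries, by at least 2.05 percentage points, and of the 26109 regions shared by the other 3 libraries it had 20.3% in the narrowest decile of width and 77.7% in the widest. Its high promoter share may thus come from which peaks pass the threshold in a weaker library.

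List length alone, with peaks ranked by width, leaves GC content unexplained. At equal length, the widest peaks of shGFP and of shLuc replicates 2 and 3 had a GC content of 58.9%, 59.1% and 59.1%, and the peaks of shLuc replicate 1 were 2.84 percentage points above their mean (SD 0.144), which a shorter list alone would not give if width ranks peaks by strength. Among the 33393 regions shared by shGFP and shLuc replicate 2, those that shLuc replicate 1 also had exceeded those it lacked by 5.70 percentage points of GC at equal width, while for shLuc replicate 3 over the same regions the difference was 0.743. Replicate 1 had 15508 of these regions and replicate 3 had 26109, so they were not matched for the number found. The smallest margin over 3 such choices was 4.35 percentage points, and away from promoters the smallest was 4.24. Loss of regions of lower GC content in this library, as from amplification of its fragments, is a candidate explanation; with no reads or scores, a steeper link between GC content and signal strength at low depth stays open. At equal length the list of shLuc replicate 1 also overlapped the others in only 63.0% to 65.0% of peaks, while the other pairs overlapped in 76.4% to 78.7%.

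Regions found in only 1 library could come from reads that fit several copies equally well and were placed at random. At equal width, regions found once had fewer repeated words than regions found in all 4 libraries, a difference of -2.08 percentage points, and they had fewer in 9 of 10 deciles of width. Weighting the deciles by regions found once gave -16.6, a value set by 16 regions of the narrowest decile that were found in all 4 libraries. Matched on the widths of single peaks, the difference was -4.35, -2.59 and -6.34 in shGFP and shLuc replicates 2 and 3, but 2.33 in shLuc replicate 1. Random placement is thus argued against as the main source of such regions outside shLuc replicate 1. In the widest decile, from 1300 bp upwards, the sign was opposite: 260 regions found once had 40.9% repeated words and 3403 found in all libraries had 20.6%, a difference of 20.3 percentage points. There, random placement may decide which copy is listed. Among peaks with at least 50% repeated words, the widest decile of shLuc replicate 1 was found in another list in only 69.0% to 77.0% of cases, against 93.1% to 95.1% in its eighth decile. In the other 3 libraries the widest decile was found in 86.8% to 94.5% of cases, and from the eighth decile the share fell in 2 of 3 pairs each and rose for peaks sought in shLuc replicate 1.

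Very wide peaks on chromosome 8 lay on sequence that the reference holds in many copies. Repeated words made up 96.8% of the 5S cluster, against a mean of 14.0% over all regions, and the number of peaks there differed from 2 to 8 between libraries that covered 80.6% to 99.1% of it. Words shorter than a read pair do not show how many pairs had several positions. The width of these peaks may reflect the tandem array and the way gaps between calls were bridged, and says nothing on which copy was open.

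An effect of the hairpin would set shGFP apart from all shLuc libraries. The values went both ways. By the Jaccard index, shLuc replicates 2 and 3 were closer to shGFP than to any other shLuc library, by 4.98 and 0.328 percentage points, while shLuc replicate 1 was closer to shLuc replicate 3 than to shGFP, a margin of -4.98. With the widest peaks at equal length the margins were 2.22 and 0.465 for replicates 2 and 3 and -1.04 for replicate 1. The fold over random was higher between shLuc libraries (40.9) than with shGFP (36.2). The fold has a lower ceiling for the long shGFP list, so it decides nothing here. With a single shGFP library, an effect of the hairpin and the difference between any pair of libraries cannot be told apart.

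The lists had no promoter peak at some genes that ESCs use at a high level, such as Gapdh, Pou5f1 and Sox2, and gene families were then examined. Of 73 cytosolic ribosomal protein genes, 79.5% had a promoter peak in shGFP (Wilson 95% interval 68.8 to 87.1) and 57.5%, 78.1% and 61.6% in shLuc replicates 1, 2 and 3. Mitochondrial ribosomal protein genes had one more often in every library, from 81.8% to 94.8% of 77 genes, and proteasome subunit genes in 87.2% to 94.9% of 39. Olfactory receptor genes had one in 0.457% to 1.65% of 1093. For all 21938 protein-coding genes the share was 60.7% in shGFP and 46.8%, 60.3% and 55.1% in shLuc replicates 1, 2 and 3. Of the cytosolic ribosomal protein genes, 7 had no promoter peak in any list. Promoter sequence present in several copies did not set these 7 apart. They had 7.27% ± 5.02 (SD) repeated words, and the 27 with a peak in all 4 libraries had 7.55% ± 4.82 (SD). The difference of -0.277 percentage points lies far inside both SDs and rests on 7 genes, so this explanation is neither favoured nor excluded. The comparison covers cytosolic ribosomal protein genes only, not Gapdh, Pou5f1 or Sox2. Whether peak calling left out some of the widest accessible regions stays open. Among peaks of unique sequence, the share found in another list rose from the fifth to the widest decile in all 12 ordered pairs, by at least 3.15 percentage points, and fell from the ninth to the widest in 5, but this covers only peaks that are in a list, and a loss common to all lists would not show in it. What sets these promoters apart in the lists used here stays open, and signal tracks, which would show it, were not used here.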
